A study of Homo sapiens with 9 samples. Its data were reported in "Model-based analysis uncovers mutations altering autophagy selectivity in human cancer" (2021).

How the data were processed

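RNA sequencing of HCT116 cells, an established human colon carcinoma line, was analysed. All 9 libraries came from cells carrying a short hairpin RNA against STBD1 (shSTBD1), and 3 stable lines were compared with 3 replicate libraries each: the plvx neo vector alone, STBD1 WT re-expressed from a hairpin-resistant construct, and STBD1 W203C, the construct with the tryptophan at residue 203 changed to cysteine. Groups and replicate numbers were taken from the sample titles. The names of the deposited tables give the STBD1 WT and STBD1 W203C constructs the other way round from the sample labels. The labels were followed, so each group of 3 libraries is called by its label throughout, and exchanging the 2 labels would turn around every direction between the constructs and swap their comparisons with plvx neo.

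According to the methods of the study, total RNA was extracted with TRIzol, libraries were made with the NEBNext Ultra RNA kit and sequenced as Illumina read pairs. The authors removed reads with adapters, poly-N or low quality, aligned the rest to hg38 with STAR 2.7.1a using the gene models of Ensembl release 93, and estimated abundances with RSEM 1.3.1. The deposited gene tables, 1 per library, hold the RSEM expected count of each gene, which need not be a whole number because read pairs compatible with several transcripts are divided between them. The same deposited tables hold the TPM of each gene, which the authors' RSEM run scaled by effective transcript length and to a fixed total per library. Whether counting used the strand of the reads was not stated, so a gene that overlaps another on either strand has an uncertain level. Counts the authors made with GenomicAlignments 1.18.1 were not used here.

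Each table listed 58395 genes, and symbols from a supplied name table matched 57754 of them (98.9%). The total expected count ranged from 16.9 to 23.3 M per library (M, mega). Expected counts were rounded to whole numbers. For each of the 3 comparisons the 6 libraries involved were fitted alone. The methods of the study name STBD1 W203C vs STBD1 WT and STBD1 WT vs plvx neo, and STBD1 W203C vs plvx neo was added here. Genes passing the filterByExpr function of edgeR 4.0.16 were normalised by TMM (trimmed mean of M values) and tested with the edgeR quasi-likelihood F-test (glmQLFit, glmQLFTest), two-sided, in R 4.3.3. Genes with a Benjamini-Hochberg adjusted p below 0.05 were counted as changed. The standard error (SE) of a log2 fold change was its absolute value divided by the square root of the F statistic. Replicate spread is summarised by the biological coefficient of variation from the common dispersion of edgeR. The study used DESeq2 for its own lists, and DESeq2 1.42.0 was run here as an alternative.

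Replicates 1 to 3 carry the same numbers in each group, and this pairing comes only from the numbers in the sample titles. A fit with the replicate number as a block was therefore made beside each fit without it. Whether same-numbered libraries moved together was checked by the correlation, across genes, of their deviations from the group means in log2 CPM (counts scaled to 1 M per library, with a prior count of 2). Pairs of replicates were also compared with a chi-square statistic per gene over genes with at least 20 counts in the pair, for which sampling noise alone gives about 1.

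A rule written before the data were examined chose the genes named. In each comparison these were the 3 genes with the largest rise and the 3 with the largest fall among changed genes with a mean of at least 5 CPM over the 9 libraries and no overlap between the CPM of the 2 groups. STBD1, 8 glycolysis genes measured by PCR in the study and 3 genes measured by immunoblot there (MYC, AKT1 and NFKB1) were named whatever their result. FAM47E-STBD1, which overlaps STBD1, is given in every comparison, although in STBD1 W203C vs STBD1 WT it was added after its values were seen. For the PCR and immunoblot lists, the Benjamini-Hochberg adjustment was made over all genes tested and over the list alone.

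A set of 24 core glycolytic enzymes and a set of 30 hypoxia-responsive genes without glycolytic enzymes were written before the data were examined but after the study and its supplements had been read. They were tested with camera in limma 3.58.1 on log2 CPM with a preset inter-gene correlation of 0.01, over 6 tests adjusted by Benjamini-Hochberg, and alternatives to this test were adjusted over the same tests, except the fits that each left out 1 library, whose p-values were not adjusted. The value reported for a set is the mean log2 fold change of its genes minus that of all other genes tested. The hypoxia list was informed by the reading of the study and its supplements, which report on these same lines. The p-values of the hypoxia set therefore do not test a list chosen apart from these data. Single values such as TPM were compared by a two-sided exact permutation test of the group labels, for which 3 against 3 libraries allow no p below 0.1.

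To see whether genes that differ between STBD1 WT and plvx neo move back in STBD1 W203C, each STBD1 WT library was held out in turn. Genes were chosen without it, and the held-out library was then compared with the mean of the STBD1 W203C libraries, so that the noise of a library did not both select and score a gene. The share of genes that moved the same way in both comparisons with plvx neo was given with an exact Clopper-Pearson 95% interval.

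Alternatives set before the data were examined were DESeq2 with adjusted p and with unadjusted p below 0.05, RLE (relative log expression) normalisation, no filter on low counts, all 9 libraries in the fit, the replicate block, limma-trend on log2(TPM + 1), a fold change of at least 1.5, an adjusted p below 0.01 for the 2 shares of genes just described, an estimated inter-gene correlation or a mean of at least 10 CPM in the set tests, and leaving out each library in turn. Each was applied to the results it was planned for, and the 2 shares were not run under all of them. Chosen after seeing the data were a loess correction (span 0.5) of each library for GC content and transcript length, with and without the block, and the summed counts of STBD1 and FAM47E-STBD1. Coordinates are those of hg38 with GENCODE release 44, a later annotation of the same build than the one the authors used.

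The calculations were tested on simulated data before use. Among 15289 genes with counts drawn from the real means and library sizes, of which 200 were changed, edgeR recovered 88.5% at a false share of 5.85% of its calls. With an added GC trend the uncorrected fit made 8863 false calls and the corrected fit 10. Of 50 simulated sets shifted by 0.3, 100% were recovered, and 4% of unshifted sets were called. Simulated genes were drawn independently of each other, so these shares do not test the preset inter-gene correlation. The shift of 0.3 was also larger than any difference found for the glycolytic set. Pathway databases were not used here. Tests on counts cover counting error and the spread between replicate libraries of a line, and PCR duplicates were not separated from independent fragments. No test covers the spread between independently made lines, because each group is a stable line of its own. The Clopper-Pearson interval treats genes as independent and does not cover the spread between replicates.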

Results

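The data were 9 RNA-seq libraries of HCT116 cells with knocked-down STBD1, a glycogen-binding protein studied here as a receptor for the autophagy of glycogen. The 3 groups of 3 libraries each carried plvx neo, STBD1 WT or STBD1 W203C. Total expected counts were 19.2 to 20.5 M in the plvx neo libraries, 16.9 to 23.3 M in the libraries labelled STBD1 WT and 17.3 to 18.7 M in those labelled STBD1 W203C. The 10 most abundant genes took 5.87% to 6.89% of the counts. Chi-square per gene between replicates ranged from 2.12 to 3.87, so every replicate pair differed by more than sampling noise. The sample labels and the names of the deposited tables name the 2 constructs in opposite ways, and each direction given between STBD1 WT and STBD1 W203C below holds for the libraries as labelled.

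The level of STBD1 itself was examined first. STBD1 (ENSG00000118804) lies on the plus strand of chromosome 4 from 76306733 to 76311130 (hg38) and has 2 exons, at 76306733 to 76306989 and 76309144 to 76311130. Its coding sequence runs from 76306770 to 76309997 and encodes 358 residues. The hairpin target GCAATGGACATTTGATTTCTA lies in the coding part of exon 2, at 76309159 to 76309179. The codon of W203, TGG in the reference, lies at 76309530 to 76309532 in the same exon and opens the motif WEMV, within the sequence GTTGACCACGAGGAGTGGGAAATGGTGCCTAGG at 76309515 to 76309547. The read-through gene FAM47E-STBD1 (ENSG00000272414), at 76251721 to 76311129, shares exons with STBD1, so reads of these exons can be assigned to either gene and the level of each alone is uncertain.

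STBD1 reached 3.27 ± 0.547 TPM (SD, n = 3) in the plvx neo libraries, 10.8 ± 0.0693 TPM in those labelled STBD1 WT and 9.15 ± 1.04 TPM in those labelled STBD1 W203C. FAM47E-STBD1 rose more, from 1.58 ± 0.747 TPM to 43.7 ± 2.32 and 36.9 ± 1.92 TPM. Summed over both genes, the level was 4.85 ± 0.751 TPM in plvx neo, 54.6 ± 2.39 TPM in STBD1 WT and 46.1 ± 2.30 TPM in STBD1 W203C, which is 11.3 and 9.50 times the plvx neo level. In each of the 3 comparisons the groups did not overlap, and the exact permutation test of the summed TPM gave p = 0.1, the smallest value this design allows. By edgeR, the log2 fold change of STBD1 alone was 1.73 (SE 0.0878) in STBD1 WT vs plvx neo and 1.45 (SE 0.104) in STBD1 W203C vs plvx neo, with adjusted p of 1.68e-11 and 1.27e-09 (quasi-likelihood test, Benjamini-Hochberg). Summing the counts of both genes moved these values most, to 2.69 and 2.41. These are 6.45 and 5.31 times the plvx neo level, less than the 11.3 and 9.50 times of the summed TPM. In STBD1 WT replicate 1, 824.96 counts of FAM47E-STBD1 gave 41.49 TPM, while 557.34 counts of STBD1 gave 10.79 TPM. The summed TPM therefore depends on how reads were divided between the 2 genes. STBD1 was lower in the libraries labelled STBD1 W203C than in those labelled STBD1 WT by a small amount (log2 fold change -0.28, SE 0.0772, edgeR quasi-likelihood Benjamini-Hochberg adjusted p = 0.00945), and this call was lost in 2 of the 6 fits that each left out 1 library. With the replicate number as a block the 3 values were 1.73, 1.45 and -0.28, and same-numbered libraries showed next to no shared deviation (mean r = 0.0139 across genes, against -0.00694 for differently numbered libraries). The level of STBD1 separated both constructs from plvx neo and did not tell which construct is which.

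**Figure D1:**
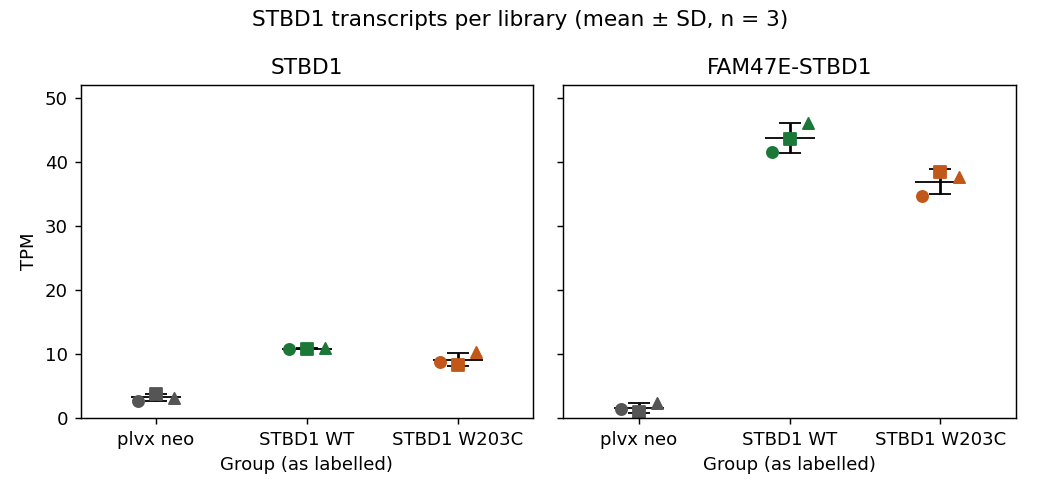
TPM of STBD1 (left) and of the overlapping gene FAM47E-STBD1 (right) in each of the 9 libraries, by group as labelled, with circles, squares and triangles for replicates 1, 2 and 3, horizontal lines for group means and bars for the SD (n = 3). All libraries of both constructs lie above all plvx neo libraries, and STBD1 WT (mean 43.7 TPM) lies above STBD1 W203C (mean 36.9 TPM) for FAM47E-STBD1.

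The 3 groups separated in a principal component analysis of the 500 most variable genes. The first component (19.9% of variance) placed the plvx neo libraries at -12.9 to -9.69, those labelled STBD1 W203C at -3.83 to 2.30 and those labelled STBD1 WT at 10.1 to 14.8. On the second component (15.2%) the STBD1 W203C libraries lay at 6.25 to 14.3 and no other library above 1.80.

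**Figure D2:**
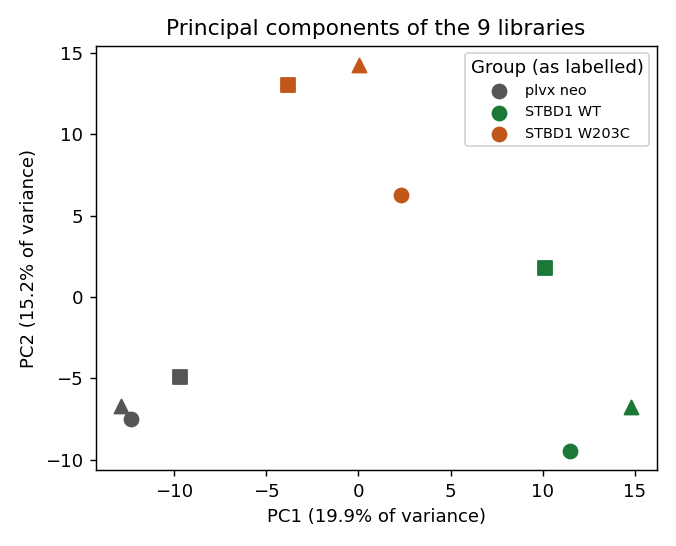
First and second principal components of log2 CPM over the 500 most variable genes, 1 point per library, coloured by group as labelled, with circles, squares and triangles for replicates 1, 2 and 3. The groups do not overlap: plvx neo lies at the left, STBD1 WT at the right and STBD1 W203C at the top.

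The comparison of STBD1 WT with plvx neo asks what re-expression of the protein changes. Each group is a stable line of its own, so differences between lines are not separated from an effect of the construct. Of 15289 genes tested, 4254 (27.8%) had an edgeR quasi-likelihood Benjamini-Hochberg adjusted p below 0.05, with 2128 higher and 2126 lower in the libraries labelled STBD1 WT. The fit with the replicate block gave 4400 genes, 4182 of them shared, and same-numbered libraries of these groups correlated with a mean r of 0.0286. The changes were small: the median absolute log2 fold change of the changed genes was 0.26 at a biological coefficient of variation of 4.21%, and 541 genes, 466 higher and 75 lower, changed by at least 1.5 times. This floor on the fold change moved the count most, and after it limma-trend on log2(TPM + 1), which gave 1751 genes and changes test, scale and unit together, so the part of each was not separated. The values of the 2 groups did not overlap for 6112 of the genes tested, where chance gives 10%.

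Besides FAM47E-STBD1 (log2 fold change 4.06), the largest rises in STBD1 WT vs plvx neo were those of CXCL8 and BIRC3. CXCL8 (ENSG00000169429, chromosome 4, 73740519 to 73743716) rose from 1.38 ± 0.197 to 13.7 ± 1.72 TPM (log2 fold change 3.55, SE 0.143). BIRC3 (ENSG00000023445, chromosome 11, 102317484 to 102339403) rose from 1.04 ± 0.0721 to 10.4 ± 0.809 TPM (log2 fold change 3.38, SE 0.106). Their adjusted p were 3.68e-13 and 9.50e-15 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The largest falls were those of ASNS (ENSG00000070669, chromosome 7, 97851677 to 97872542), from 198.5 ± 3.82 to 76.5 ± 1.92 TPM, of KRT7 (ENSG00000135480, chromosome 12, 52232520 to 52252186), from 12.1 ± 0.982 to 5.51 ± 0.361 TPM, and of ENSG00000273590. Their log2 fold changes were -1.45 (SE 0.0389), -1.40 (SE 0.118) and -1.44 (SE 0.369). ENSG00000273590 is annotated as an artifact in the newer gene models, varied widely between replicates (5.11 ± 4.25 TPM in STBD1 WT) and was not called by DESeq2 (Benjamini-Hochberg adjusted p = 0.311). ASNS overlaps another gene on its strand, and BIRC3 and KRT7 overlap genes on the opposite strand.

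The comparison of STBD1 W203C with STBD1 WT asks what the change of W203 does, again without separating it from a difference between stable lines. Of 15052 genes tested, 4202 (27.9%) passed the same edgeR quasi-likelihood threshold, 2178 of them higher and 2024 lower in the libraries labelled STBD1 W203C. With the replicate block, for a mean same-number r of 0.00246, 3662 genes passed, 3634 of them shared. At a fold change of at least 1.5 the balance differed, with 49 genes higher and 422 lower among 471. On log2(TPM + 1) limma-trend called 1828 genes, 1257 higher and 571 lower, so the share of higher genes was 68.8% there against 51.8% in the counts. The genes with the largest rise were NR4A3, ASNS and SIK1, with log2 fold changes of 1.09 (SE 0.0874), 0.85 (SE 0.0630) and 0.83 (SE 0.0635). NR4A3 (ENSG00000119508, chromosome 9, 99821855 to 99866891) rose from 3.86 ± 0.413 to 8.0 ± 0.851 TPM, and SIK1 (ENSG00000142178, chromosome 21, 43414483 to 43427131) from 15.3 ± 1.92 to 27.9 ± 2.88 TPM. The largest falls were those of TNFRSF6B (-1.65, SE 0.0678), ENSG00000252690 (-1.55, SE 0.129) and LINC03040 (-1.45, SE 0.0927). TNFRSF6B (ENSG00000243509, chromosome 20, 63696652 to 63698684) fell from 94.6 ± 3.23 to 30.7 ± 3.99 TPM, and shares exons with RTEL1-TNFRSF6B. ENSG00000252690 overlaps SNHG21 and SCARNA15 on its strand, and LINC03040 overlaps SCIRT on the opposite strand, so these levels are uncertain. If the labels of the constructs were exchanged, each of these directions would turn around.

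Fewer genes separated STBD1 W203C from plvx neo. Of 15081 genes tested, 859 (5.70%) passed the edgeR quasi-likelihood threshold, 457 higher and 402 lower in the libraries labelled STBD1 W203C, and 104 of them (54 higher, 50 lower) changed by at least 1.5 times. The replicate block gave 1003 genes, 853 of them shared, at a mean same-number r of 0.0106. The count was lower by limma-trend on log2(TPM + 1), with 131 genes (97 higher, 34 lower), a share of higher genes of 74.0% against 53.2%. FAM47E-STBD1 (log2 fold change 3.78), CXCL8 (2.81, SE 0.172) and BIRC3 (2.05, SE 0.124) again rose most, to 8.34 ± 1.03 TPM for CXCL8 and 4.46 ± 0.512 TPM for BIRC3. KRT7 fell by 1.15 on the log2 scale (SE 0.138). ENSG00000285304, which overlaps PDXP and SH3BP1, and ENSG00000280064, which overlaps RAB11FIP1 on the opposite strand, fell by 1.40 (SE 0.379) and 1.26 (SE 0.247). ENSG00000285304 lost its call in 4 of the 6 fits that each left out 1 library. It was also not called by DESeq2 (Benjamini-Hochberg adjusted p = 0.759), by limma-trend on log2(TPM + 1) (0.241) or by edgeR with all 9 libraries in the fit (0.0676). Its expected count was 0 in STBD1 W203C replicate 2.

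Glycolysis genes that the study measured by PCR were then followed in the libraries. The list held 8 genes. In STBD1 WT vs plvx neo, 4 of the 8 were changed by edgeR quasi-likelihood, over all genes and over the list alone, and all 4 were higher: ALDOC with a log2 fold change of 0.57 (SE 0.0560), ENO2 with 0.19 (SE 0.0545), HK1 with 0.17 (SE 0.0410) and ALDOA with 0.17 (SE 0.0398). In STBD1 W203C vs STBD1 WT, 7 of the 8 were changed over all genes and 8 over the list alone. ALDOC, ENO2, HK1, PGK1, ALDOA and PFKP were lower in the libraries labelled STBD1 W203C, with log2 fold changes of -1.0 (SE 0.0597), -0.71 (SE 0.0607), -0.30 (SE 0.0424), -0.23 (SE 0.0363), -0.23 (SE 0.0392) and -0.12 (SE 0.0403), and DLD was higher by 0.15 (SE 0.0418). LDHA, at -0.11 (SE 0.0410), had an edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 0.0605 over all genes and 0.0179 over the list. ALDOC stood at 57.3 ± 7.60 TPM in plvx neo, 88.4 ± 7.03 TPM in STBD1 WT and 44.8 ± 5.09 TPM in STBD1 W203C. In STBD1 W203C vs plvx neo, 4 of the 8 were changed over all genes and 8 over the list alone, and the 4 were lower: ENO2 by -0.53 (SE 0.0630), ALDOC by -0.43 (SE 0.0538), PGK1 by -0.23 (SE 0.0335) and PFKP by -0.16 (SE 0.0363). With the replicate block the counts over all genes were 4, 6 and 4, PFKP losing its call in STBD1 W203C vs STBD1 WT (block adjusted p = 0.0743, edgeR quasi-likelihood, Benjamini-Hochberg), where the mean same-number r was 0.00246. On log2(TPM + 1) limma-trend gave 2, 5 and 0, with 5, 5 and 5 at an unadjusted p below 0.05.

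**Figure D3:**
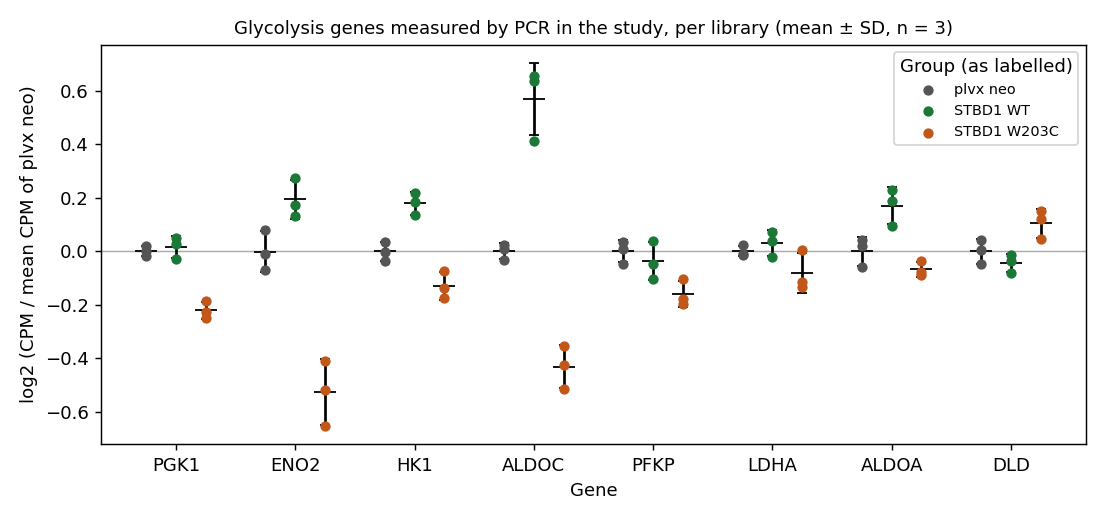
Level of the 8 glycolysis genes in each library as log2 of CPM over the mean CPM of plvx neo, by group as labelled, with a point per library, horizontal lines for means and bars for the SD (n = 3). In the libraries labelled STBD1 W203C 7 of the genes lie below plvx neo on average and DLD above, while ALDOC, ENO2, HK1 and ALDOA are raised in those labelled STBD1 WT.

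Among MYC, AKT1 and NFKB1, whose proteins were followed by immunoblot in the study, MYC and AKT1 were not changed in any of the 3 comparisons. Those immunoblots compared STBD1 knockdown with control cells, a contrast these libraries do not hold, and gave more c-Myc and AKT1 and less NFKB1 protein. For the lines compared here the text of the study gives only c-Myc, so RNA and protein are not matched. The log2 fold changes of MYC were -0.018 (SE 0.0355), 0.019 (SE 0.0349) and -0.0045 (SE 0.0351) in the order STBD1 WT vs plvx neo, STBD1 W203C vs STBD1 WT and STBD1 W203C vs plvx neo, and those of AKT1 were 0.025 (SE 0.0371), -0.033 (SE 0.0372) and -0.013 (SE 0.0377). After correction for GC content and length AKT1 changed sign and passed the threshold in the first (-0.14) and second (0.094). With the replicate block added to this correction the call held in the first and not in the second (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0701). NFKB1 was higher than in plvx neo in both constructs, by 0.35 (SE 0.0531) in STBD1 WT and 0.47 (SE 0.0537) in STBD1 W203C, with edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 5.46e-05 and 3.13e-06. Between the constructs NFKB1 differed by 0.12 (SE 0.0481), with an adjusted p of 0.0573 over all genes and 0.0499 over the list of 3, so 0 genes of the list were changed over all genes tested and 1 at an unadjusted p below 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg).

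The glycolytic enzyme set, of which 18 of 24 genes were tested, asks whether the pathway moves as a whole. Its mean log2 fold change exceeded that of all other genes by 0.050 in STBD1 WT vs plvx neo (12 of 18 genes higher, limma camera, Benjamini-Hochberg adjusted p = 0.0760 over 6 tests). It was below by -0.15 in STBD1 W203C vs STBD1 WT (17 of 18 genes lower, limma camera, Benjamini-Hochberg adjusted p = 3.52e-04) and by -0.10 in STBD1 W203C vs plvx neo (16 of 18 genes lower, adjusted p = 2.83e-04). Only 9 and 4 of the 18 genes were changed and lower in these 2 comparisons. The shift was uneven: in STBD1 W203C vs STBD1 WT, ALDOC (-1.0) and ENO2 (-0.71) fell most. TPI1 (-0.0022), PFKM (-0.0049) and PGAM1 (-0.013), counted as lower, hardly differed. With the replicate block the limma camera Benjamini-Hochberg adjusted p were 0.0958, 0.00141 and 0.00111, and mean same-number r was 0.0286, 0.00246 and 0.0106. The preset inter-gene correlation moved these tests most, and with a correlation estimated from the data the limma camera Benjamini-Hochberg adjusted p were 0.561, 0.288 and 0.254, so the set was not separated from the other genes then.

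The hypoxia-responsive set, whose list was informed by the study's supplements, had 27 of 30 genes tested and moved further in each comparison. It exceeded the other genes by 0.21 in STBD1 WT vs plvx neo (25 of 27 genes higher, limma camera, Benjamini-Hochberg adjusted p = 1.46e-05 over the same 6 tests). It was below by -0.46 in STBD1 W203C vs STBD1 WT (26 of 27 genes lower, limma camera, Benjamini-Hochberg adjusted p = 8.64e-11) and by -0.25 in STBD1 W203C vs plvx neo (25 of 27 genes lower, adjusted p = 4.31e-09). With the replicate block the limma camera Benjamini-Hochberg adjusted p were 5.47e-05, 1.42e-09 and 7.37e-09, at mean same-number r of 0.0286, 0.00246 and 0.0106. With the estimated inter-gene correlation they were 0.254, 0.0853 and 0.0853, so after adjustment neither set passed 0.05 in any comparison under that choice. The directions of both sets between the constructs hold for the labels as given.

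**Figure D4:**
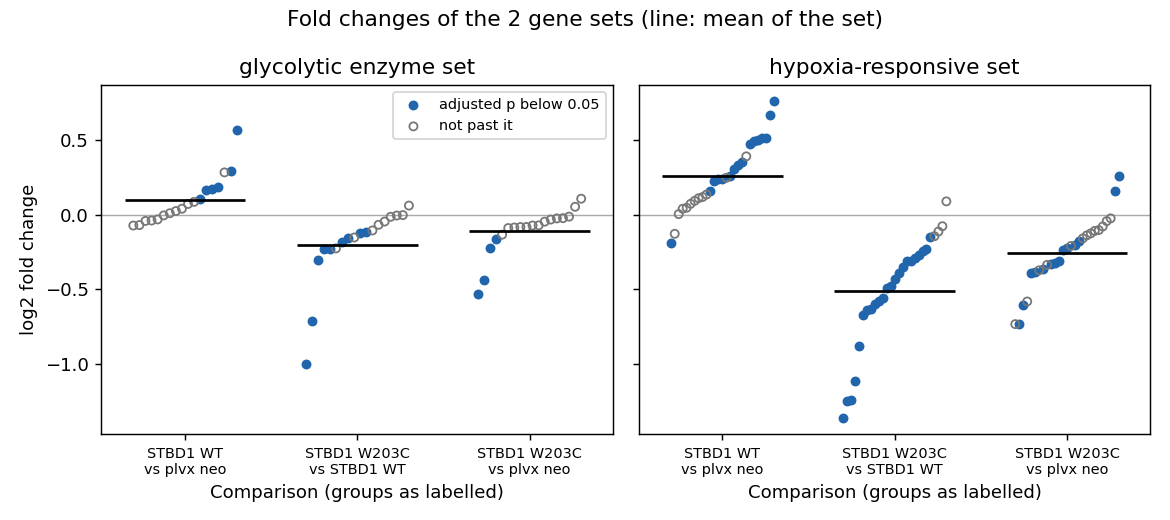
Log2 fold change by edgeR of each gene of the glycolytic enzyme set (18 genes, left) and the hypoxia-responsive set (27 genes, right) in the 3 comparisons, sorted within each, with filled points for adjusted p below 0.05 (quasi-likelihood, Benjamini-Hochberg) and lines for set means. In STBD1 W203C vs STBD1 WT, groups as labelled, 17 of 18 and 26 of 27 genes lie below 0.

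Genes that responded to STBD1 WT were followed in STBD1 W203C. Of the 3317 to 3609 genes chosen with a STBD1 WT library held out, 91.5% ± 1.26 (SD, n = 3 held-out libraries) were displaced in STBD1 W203C, relative to the held-out library, against the direction of STBD1 WT vs plvx neo, where no difference gives 50%. With the replicate block the share was 90.8%. Genes changed in both comparisons with plvx neo were also followed. Of 514 genes changed in both constructs vs plvx neo, 458 (89.1%, Clopper-Pearson 95% interval 86.1% to 91.7%) moved the same way. The interval treats genes as independent trials, which they are not, and holds no spread between libraries. Because both comparisons use the same plvx neo libraries, their noise alone raises this share. The share that noise alone would give was not estimated, so this value does not show how much of the response STBD1 W203C kept. The block gave 88.7% of 602 genes. The GC and length correction moved this share most, to 84.5% of 701 genes.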

Values the study reported

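The study reported that 8 out of 14 pathways enriched after STBD1 knockdown, glycolysis/gluconeogenesis among them, were also affected between the STBD1 WT and STBD1 W203C cells. For the knockdown itself, in other libraries, it gave 454 differentially expressed genes, 263 upregulated and 191 downregulated. In xenografts of the lines compared here, tumor weight was given as 0.704 ± 0.181 for plvx neo, 0.269 ± 0.145 for STBD1 WT and 0.515 ± 0.244 for STBD1 W203C. By immunohistochemistry the study reported c-Myc levels of 72,789 ± 19,915 in plvx neo, 62,204 ± 16,410 in STBD1 WT and 69,981 ± 18,519 in STBD1 W203C tumors.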

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

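The test below was set before its result was seen. The effective length of a gene in the deposited tables is its length less the typical fragment length, a quantity that enters TPM but was not itself compared above. The median of this difference over genes longer than 1000 bases was 243.1 ± 3.76 bases (SD, n = 3) in the plvx neo libraries, 256.7 ± 6.49 bases in those labelled STBD1 WT and 249.7 ± 6.24 bases in those labelled STBD1 W203C. The libraries labelled STBD1 WT exceeded plvx neo by 13.6 bases, with no overlap (two-sided exact permutation p = 0.1, the smallest this design allows), and this drew attention because it is not an expression value and lies above the control libraries. The other differences were 6.58 bases for STBD1 W203C vs plvx neo and -6.98 bases for STBD1 W203C vs STBD1 WT (exact permutation p = 0.2 each).

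If longer fragments made the expression differences, log2 fold changes would follow transcript length. Across 15289 genes in STBD1 WT vs plvx neo, the Spearman rho of log2 fold change with length was 0.0125, so length carried next to none of the differences. Genes are not independent replicates, and this rho describes these libraries only. The rho with GC content was larger, 0.219. After removal of each library's trend on GC content and length, 4679 genes were changed in this comparison, 4400 in STBD1 W203C vs STBD1 WT and 1152 in STBD1 W203C vs plvx neo. Of the 4254, 4202 and 859 genes changed without the correction, 3629, 3613 and 846 were among them, so part of the calls was lost and others were gained. The same correction lowered the share of higher genes in STBD1 WT vs plvx neo to 40.9%, from 2128 of 4254 genes. It raised the share in STBD1 W203C vs STBD1 WT from 51.8% to 59.6%, and in STBD1 W203C vs plvx neo the share was 53.2% before and 53.9% after. The balance of directions in the comparisons that include STBD1 WT therefore depends partly on this trend. No sequencing batch is given in the labels. The fragment difference parted only STBD1 WT from plvx neo, and the STBD1 W203C libraries overlapped both. In STBD1 WT vs plvx neo a difference in library preparation therefore cannot be told apart from the groups, and no biological explanation of the fragment length was tested.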

How the results depend on the processing

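The alternatives planned for each result were run, and not every alternative was applied to every result. The 2 shares of genes moving back or the same way were run under RLE normalisation, no filter, an adjusted p below 0.01, the replicate block and the GC and length correction, and not under the other settings, except that the share displaced back was also run with no library held out. An adjusted p below 0.01 was not applied to the gene counts. The GC and length correction, its combination with the block and the summed counts were chosen after seeing the data. The cause of a change was not tested for any result below. Counts of changed genes, though not all the genes counted, stayed within 1.5 times under DESeq2, RLE normalisation, no filter, all 9 libraries in the fit, the replicate block and the GC and length correction in all 3 comparisons. In the order STBD1 WT vs plvx neo, STBD1 W203C vs STBD1 WT and STBD1 W203C vs plvx neo, they fell to 1751, 1828 and 131 genes by limma-trend on log2(TPM + 1), of which 1642, 1684 and 119 were also in the edgeR counts. A fold change of at least 1.5 left 541, 471 and 104. DESeq2 with unadjusted p below 0.05, the rule of the study for STBD1 WT vs plvx neo and STBD1 W203C vs STBD1 WT, gave 4872 and 4797 genes there, and 2163 when applied to STBD1 W203C vs plvx neo. Leaving out each library in turn gave 3317 to 3794, 3307 to 3618 and 459 to 818 genes.

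STBD1 in STBD1 W203C vs STBD1 WT lost its call by limma-trend on log2(TPM + 1) (-0.23, adjusted p = 0.173) and ranged from -0.38 to -0.20 across the 6 fits that each left out 1 library, with edgeR adjusted p from 4.54e-04 to 0.0711. The glycolytic enzyme set was called in STBD1 WT vs plvx neo among genes with a mean of at least 10 CPM (0.084, limma camera, Benjamini-Hochberg adjusted p = 0.0357) and ranged from 0.027 to 0.074 without 1 library, where p-values were not adjusted. Of these, the value of 0.074, without STBD1 WT replicate 3, passed 0.05 before adjustment. Without 1 library it ranged from -0.18 to -0.13 in STBD1 W203C vs STBD1 WT and from -0.095 to -0.032 in STBD1 W203C vs plvx neo, nearest to 0 without STBD1 W203C replicate 2. The inter-gene correlation enters only the p-value. With it estimated, limma camera no longer called the differences of -0.15 and -0.10 for the glycolytic set in the comparisons of STBD1 W203C with STBD1 WT and plvx neo and 0.21 for the hypoxia set in the first. For the hypoxia set in the remaining comparisons (-0.46 and -0.25) the call held before adjustment over the 6 tests and not after it (limma camera, Benjamini-Hochberg adjusted p = 0.0853 each), the only set calls that adjustment changed. The share displaced back in STBD1 W203C moved to 94.7% at an adjusted p below 0.01 and to 96.1% with no library held out, and the share moving the same way in both constructs to 92.1% of 241 genes at an adjusted p below 0.01 and to 84.5% of 701 genes under the GC and length correction, which left the share displaced back at 90.6%. Of the PCR list, limma-trend on log2(TPM + 1) called 2 genes in STBD1 WT vs plvx neo and 0 in STBD1 W203C vs plvx neo, where 5 had an unadjusted p below 0.05. Of the immunoblot list, the GC and length correction called 2 genes in the first comparison, also with the block, and 1 in the second, or 0 with the block.

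Reversed signs were confined to PGK1, LDHA, DLD, MYC and AKT1 among the named genes, in comparisons where edgeR did not call them. By limma-trend on log2(TPM + 1), LDHA (-0.0020), DLD (0.14), MYC (0.047) and AKT1 (-0.043) reversed in the first comparison, AKT1 (0.079) in the second, and MYC (0.049) and AKT1 (0.037) in STBD1 W203C vs plvx neo. Under the GC and length correction AKT1 reversed in the first (-0.14) and second (0.094) and MYC in STBD1 W203C vs plvx neo (0.0070), with -0.14, 0.094 and 0.0071 under the block with it. Without 1 library PGK1 ranged from -0.0074 to 0.033 and MYC from -0.039 to 0.00024 in the first comparison, and MYC from -0.024 to 0.015 and AKT1 from -0.030 to 0.0049 in STBD1 W203C vs plvx neo. Among other values of single genes and of the sets chosen after seeing the data, 418 kept sign and call under other settings, whatever their size, while 6 gained a call and 21 lost it. When a library was left out these counts were 327, 3 and 13. Calls lost when a library was left out were those of ENO2 in the first comparison, PFKP in both comparisons of STBD1 W203C and ENSG00000285304 in STBD1 W203C vs plvx neo.

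Unequal library size had little effect on the counts: after thinning all libraries to 16.9 M counts, 4148, 4106 and 852 genes were changed. A larger reduction of depth was not tested.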

Other observations

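The tests of exchanged labels and of the hypoxia set as a shared response were chosen after the result was seen, and the NF-kB and ATF4 gene lists were written after the most changed genes had been seen, without the genes already seen and before the lists were tested. The tests of these lists in the comparisons of STBD1 W203C with STBD1 WT, and of the ATF4 list in STBD1 W203C vs plvx neo, were added after the other results of the lists were seen. The other tests were set before their results.

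The 6 libraries of each comparison can be split into groups of 3 in 10 ways. Of these, 4 part all 3 same-numbered pairs, as the real split does, and the other 6 part 1 pair. Among the 4, only the real split, 1 of 4, gave as many changed genes in each of the 3 comparisons, and the other splits parting all pairs gave 0 genes. The 6 that part 1 pair gave 0 genes in the comparisons with STBD1 WT and 0 to 2 genes in STBD1 W203C vs plvx neo. A share of 1 in 4 cannot by itself exclude that the grouping arose by chance. For the glycolytic enzyme set, 2 of 4 splits gave a limma camera p as small in STBD1 WT vs plvx neo, 2 of 4 in STBD1 W203C vs STBD1 WT and 1 of 4 in STBD1 W203C vs plvx neo. For the hypoxia-responsive set it was 1 of 4 in each. Splits other than the real one also gave limma camera p as low as 2.00e-06 for the glycolytic set and 5.01e-07 for the hypoxia set. Each such split sets 2 libraries of a group with 1 of the other and so keeps part of the difference between the groups. For the hypoxia set these p-values therefore do not show whether the preset correlation is too lenient. For the glycolytic set, 2.00e-06 in STBD1 W203C vs STBD1 WT was below the limma camera p of the real split, 2.93e-04. In STBD1 WT vs plvx neo another split gave 0.00267 against 0.0760. In STBD1 W203C vs plvx neo no other split went below the real 1.88e-04. A kept part alone does not readily give a smaller p than the real split, so the preset correlation may be too lenient for the glycolytic set.

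The direction of the glycolysis genes between the constructs bears on the labels. In STBD1 W203C vs STBD1 WT as labelled, 7 genes of the PCR list were lower and DLD was higher. DLD kept its sign but lost its call by limma-trend on log2(TPM + 1) (0.13, Benjamini-Hochberg adjusted p = 0.352). The edgeR fit with the block and the GC and length correction did not call it either (0.11, adjusted p = 0.0683), while the other settings run did. The text of the study gives a decrease of DLD in this comparison, and for the other genes it gives a rise in some of its comparisons without saying in which. If these directions are taken to hold here, 8 of 8 genes are opposite to them. Against plvx neo, 7 genes were again lower in the libraries labelled STBD1 W203C and DLD was higher, although only 4 were changed. In the libraries labelled STBD1 WT, 6 of the 8 genes were higher than in plvx neo and 2 were lower, and the 4 changed were all higher. If the rise in the study also holds for plvx neo vs STBD1 WT, which its text does not state gene by gene, these 4 are opposite to it as labelled. The study also describes its PCR comparisons as alike, and gives DLD as lower in plvx neo than in STBD1 WT. As labelled, DLD was -0.05 in STBD1 WT vs plvx neo, against that direction, and 0.10 in STBD1 W203C vs plvx neo, which exchanged labels would put with it, and neither was changed over all genes. The first of these values was not stable: it was 0.14 by limma-trend on log2(TPM + 1), with the direction of the study as labelled, and -0.00156 after the GC and length correction. DLD in STBD1 WT vs plvx neo therefore does not favour either labelling. Lower genes and higher DLD in the libraries labelled STBD1 W203C are what an exchange of the 2 construct labels would give, and the deposited tables are in fact named the other way round from the labels. The number of genes changed vs plvx neo was 4.95 times higher in the libraries labelled STBD1 WT than in those labelled STBD1 W203C. This ratio depended on the setting, with 1751 against 131 genes by limma-trend on log2(TPM + 1). DESeq2 with unadjusted p below 0.05 gave 4872 against 2163. Under each of these settings the number was higher in the libraries labelled STBD1 WT. If the mutant is the construct with less effect, this is in line with the labels as given, but the counts do not show which construct has less effect, so it does not decide between the readings. The difference of the glycolytic set was -0.15 before and after the GC and length correction, so the trend this correction removes differed little between these genes and the others, and biases of other kinds were not tested. The hypoxia-responsive genes moved the same way and further (-0.46), so a shared response of both sets, for instance to culture density or oxygen, may underlie the glycolytic difference under either labelling. The expression values alone do not settle which of these readings holds.

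FAM47E-STBD1 rose with either construct, whereas FAM47E, which has its upstream exons but none of STBD1, had at most 22.05 expected counts in any library. In the construct libraries 60.7% ± 1.03 (STBD1 WT) and 60.9% ± 2.92 (STBD1 W203C) of the counts of the pair were given to FAM47E-STBD1, against 23.9% ± 9.31 in plvx neo (SD, n = 3 each). A candidate explanation is that RSEM assigned reads of the expressed construct to the read-through gene, and no biological rise of FAM47E-STBD1 is needed for it.

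CXCL8, BIRC3 and NFKB1 were higher in both constructs than in plvx neo, and a hypothesis is that NF-kB target genes rose more widely. Of 36 target genes in the list, 26 were tested. They exceeded the other genes by 0.84 in STBD1 WT vs plvx neo (24 of 26 genes higher, 21 of them changed, limma camera, Benjamini-Hochberg adjusted p = 6.10e-12 over the 6 tests of both lists). In STBD1 W203C vs plvx neo the excess was 0.63 (25 of 26 higher, 14 changed, limma camera, Benjamini-Hochberg adjusted p = 7.81e-16). With the replicate block (mean same-number r of 0.0286 and 0.0106) the limma camera Benjamini-Hochberg adjusted p were 5.95e-11 and 2.29e-13, and with the estimated inter-gene correlation 0.00336 each. After the GC and length correction the excess was 0.83 and 0.63, and its smallest value with a library left out was 0.81 and 0.60. Among genes with a mean of at least 10 CPM it was smaller, 0.41 and 0.25, so much of it lay in weakly expressed genes. In both comparisons 1 of 4 splits, the real one, gave a p as small, too few splits to exclude a grouping by chance. The rise was present under either labelling, because both constructs showed it. A response to the expressed protein or a difference between stable lines may each give this pattern, and the design has no test that separates them. Between the constructs (STBD1 W203C vs STBD1 WT as labelled) the set lay below the other genes by -0.21 (21 of 26 lower, limma camera, Benjamini-Hochberg adjusted p = 9.60e-05), with 3.16e-04 under the block (mean same-number r of 0.00246) and 0.0181 with the estimated inter-gene correlation.

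ASNS was among the genes with the largest fall in STBD1 WT vs plvx neo, and the corresponding hypothesis concerned ATF4 target genes of amino acid synthesis. Of 30 listed genes 28 were tested, and they lay below the other genes by -0.41 (21 of 28 lower, 21 changed and lower, limma camera, Benjamini-Hochberg adjusted p = 5.38e-11 over the 6 tests of both lists). The replicate block (mean same-number r of 0.0286) gave a limma camera Benjamini-Hochberg adjusted p of 1.62e-09 and the estimated inter-gene correlation 0.00336. The value was -0.42 after the GC and length correction and at its smallest -0.40 with a library left out, and 1 of 4 splits gave a p as small. The set was also below the other genes in STBD1 W203C vs plvx neo, by -0.20 (24 of 28 lower, limma camera, Benjamini-Hochberg adjusted p = 1.34e-08), and above them by 0.21 in STBD1 W203C vs STBD1 WT as labelled (22 of 28 higher, limma camera, Benjamini-Hochberg adjusted p = 7.09e-05). For these comparisons the block gave 3.63e-07 and 1.32e-04 (mean same-number r of 0.0106 and 0.00246), and with the estimated inter-gene correlation, at 0.0965 and 0.189, neither was called. Lower ATF4 activity with either construct, more so in the libraries labelled STBD1 WT, may account for the pattern, and exchanged labels would make it more so with the mutant. Nutrient supply at harvest was not recorded in the labels and may also account for it.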
